A study of Rattus norvegicus with 12 samples.

How the data were processed

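Lung gene expression was measured by QuantSeq FWD, a 3′-end RNA sequencing method that reads 1 stretch near the end of each polyadenylated transcript, in 12 libraries from male Sprague-Dawley rats, each from the homogenised right lung of 1 animal. Animals belonged to 3 groups of 4, per the labels. In the SAL group, saline was instilled into the trachea and the oral vehicle, methylcellulose, was given from day 7. In the BLM group, bleomycin was instilled at 1 U/kg on day 0 and day 4 and the same vehicle was given. In the NINT group, bleomycin was instilled in the same way and nintedanib, a tyrosine kinase inhibitor, was given by mouth at 100 mg/kg daily from day 7 for 3 weeks. All animals were killed on day 28. Animals given bleomycin were allotted to vehicle or nintedanib at random, per the labels' protocols.

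The authors deposited a table of raw counts, whole numbers of reads per gene, for 32623 Ensembl gene identifiers. No aligner, counting program, genome build or annotation is stated in the labels, and none is assumed here, nor is it stated whether strand was used in counting, so overlapping genes and near-identical copies could share reads. The table also held 7 empty columns without a name, which were not used. Each count column was assigned to its animal by the name in the table header, which gave the group and replicate number of 1 sample. No library or sequencing batch is given in the labels. Total counts ranged from 16572004 to 21719946 per library.

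The reference table of gene names held no Ensembl identifiers, and 0 of the 32623 identifiers matched it; the table of counts does not pair identifiers with names. The 8 gene lists (109 genes) written before the data were examined, the score of extracellular matrix genes and the tests of these lists were therefore not run. The rule for the genes named in the text had required a gene symbol and was used without that condition. It had also asked for more genes. These were several rises and falls in every contrast, genes called in opposite directions in BLM against SAL and NINT against BLM, and members of the lists. Genes with an adjusted p-value under 0.05, a mean of at least 5 CPM (counts scaled to the library's normalized total) in 1 of the groups compared and no overlap between the animals of both groups were ranked by log2 fold change. Only the identifier with the largest rise and the one with the largest fall were taken from BLM against SAL and from NINT against BLM, 4 in all. This cut was not part of the rule as first written. Checks of GC content and gene length were void, because no identifier had a value.

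Counts were analysed in R 4.3.3. Genes were kept by the filterByExpr function of edgeR 4.0.16 over the 3 groups (minimum count 10, minimum total count 15), which left 14956 of the 23413 genes with a count in any library. The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, without robust estimation) with TMM normalization factors, fitted to all 12 libraries with a coefficient per group and no covariates. The contrasts were BLM against SAL, NINT against BLM and NINT against SAL, and a test with both coefficients asked for any difference between the groups. P-values were adjusted by the Benjamini-Hochberg method across genes and a gene was called at an adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood fit. These tests, contrasts and the alternatives from other software, filters and normalizations were chosen before the data were examined.

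The share of bleomycin-changed genes that moved back under nintedanib was computed with the 4 BLM animals divided into 2 pairs, since contrasts that share animals also share their noise. Genes were called between the SAL animals and 1 pair with limma 3.58.1 (limma-trend on log2 CPM, prior count 2). A gene moved back when its change from the other pair to NINT had the opposite sign. The share was averaged over the 6 halvings and compared with all 70 assignments of the BLM and NINT labels to the 8 bleomycin animals. A position was computed for each animal as the projection of its log2 CPM profile on the line from the SAL mean (0) to the BLM mean (1), with the animal itself left out of the mean. This second measure was added after the data were examined. Distances between libraries are root mean square differences in log2 CPM over the kept genes. Differences between groups in library totals, detected genes and the share of the 10 most abundant genes were tested with exact permutation tests, two-sided, for which the smallest possible p-value with 4 animals against 4 is 0.0286.

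The procedures were tested on simulated data drawn from the observed means and library sizes, with 200 of 14956 genes changed. At the fitted spread, edgeR recovered 79.0% of the changed genes and 2.47% of its calls were false; DESeq2 1.42.0 recovered 85.5% with 12.3% false, and limma voom recovered 77.0% with 4.94% false. When the simulated drug undid part of the change, edgeR recovered only 35% of the genes, DESeq2 46% and limma voom 35.5%. In simulated data in which the drug undid part of the change, 94.4% of called genes moved back, against 50.2% without a drug effect. A further 20 simulated data sets without a drug effect, and 20 without an effect of either treatment, gave the values that shared animals produce alone in such data. In all simulated data each gene was drawn independently, with the same spread in every group. The larger spread of the BLM animals was not simulated. Counting error adds to the spread between animals for scarce genes, such as the 1445 tested genes with a mean under 1 CPM; ENSRNOG00000006579 had 5 to 15 counts in the SAL libraries. The number of animals limits the precision for all genes.

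Alternatives were DESeq2, limma voom, DESeq2 size factors in edgeR, library size without factors, no filter, at least 10 counts in every library, robust estimation, replicate number as a block, a fit of only the groups compared, a threshold on the log2 fold change and leaving out each animal. Counts thinned to the smallest library and limma voom with a weight per group were added after the data were examined. The effect of each is given in the closing part of the text.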

Results

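Gene expression was measured by 3′-end RNA sequencing in right lung homogenates of 12 male rats, 4 in each of 3 groups: saline with oral vehicle (SAL), bleomycin with oral vehicle (BLM) and bleomycin with oral nintedanib (NINT). Bleomycin instilled into the airway is used to produce lung fibrosis in rodents, and nintedanib was given from day 7 to day 28 to ask how an established response to bleomycin changes under treatment. Total counts per library averaged 17761500 ± 883526 in SAL, 20110200 ± 1221290 in BLM and 19710700 ± 1677570 in NINT (SD, n = 4 each). The number of genes with a count was 19037 ± 129 in SAL, 18561 ± 198 in BLM and 18854 ± 218 in NINT (SD, n = 4 each). From SAL to BLM the total rose and the number of detected genes fell by 475.5 (exact permutation test, two-sided, p = 0.0286 for each, the smallest value possible; adjusted p = 0.129 over 9 comparisons). The 10 most abundant genes took 17.7% ± 0.363 of the counts in SAL, 16.1% ± 1.40 in BLM and 17.6% ± 0.441 in NINT (SD, n = 4 each), and no difference in this share passed the exact permutation test.

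Libraries of the same group correlated across genes at r = 0.980 to 0.986 in SAL, 0.945 to 0.989 in BLM and 0.984 to 0.987 in NINT (6 pairs each; genes are not independent replicates). No pair agreed within sampling noise (chi-square per degree of freedom of at least 10.05), so no library was treated as a repeat of another, and animals were taken as the labels give them. The mean root mean square distance in log2 CPM between animals of the same group was 0.44 in SAL (0.41 to 0.49), 0.65 in BLM (0.39 to 0.92) and 0.44 in NINT (0.42 to 0.46), so that the closest pair of BLM animals was closer than any pair of the other groups. Without BLM replicate 3 the mean in BLM was 0.52. The distance between group means was 0.71 for BLM and SAL, 0.46 for NINT and BLM, and 0.46 for NINT and SAL. The first principal component held 53.8% of the variance and the second 10.4%. On the first component SAL animals scored -42.0 ± 5.37, NINT animals -0.784 ± 7.67 and BLM animals 42.8 ± 42.7 (SD, n = 4 each). BLM replicates 3 and 4 lay furthest from the SAL animals.

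**Figure D1:**
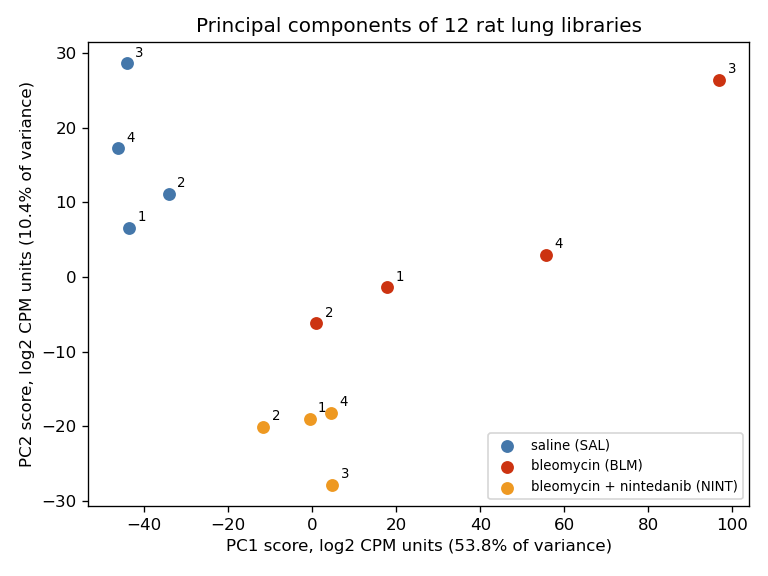
Scores of the 12 libraries on the first and second principal components of log2 CPM over 14956 genes, with the share of variance on each axis; points are animals, coloured by group and numbered by replicate. SAL animals lie on the left, NINT animals in the lower middle, and BLM animals extend from 0.956 to 96.9 on the first component.

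The effect of bleomycin was read from BLM against SAL. Of 14956 genes tested, 6098 (40.8%) were called at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 2743 higher and 3355 lower in BLM. The median absolute log2 fold change of the called genes was 0.66. With the further condition of an absolute log2 fold change of at least 1, 1898 genes were called, 437 higher and 1461 lower. The majority of lower genes among all calls was not kept without a filter (3050 higher, 2980 lower), nor without SAL replicate 3 (2651 higher, 2507 lower). In a fit of the 8 libraries of these groups alone 4747 genes were called, and leaving out 1 animal gave 4855 to 6746. The values of the 4 BLM animals and the 4 SAL animals did not overlap for 5588 genes (37.4%), where chance gives 2.86%. The largest rise among genes passing the naming rule was that of ENSRNOG00000006579, with a log2 fold change of 5.44 (SE 1.48, edgeR adjusted p = 0.0126). Its abundance was 24.9 ± 47.3 CPM in BLM and 0.570 ± 0.257 CPM in SAL (SD, n = 4 each). That value came from BLM replicate 3, with 95.8 CPM, and without this animal the log2 fold change was 1.17 (edgeR adjusted p = 0.0511). Over its 17 alternatives the adjusted p-value ranged from 0.00421 to 0.226, the highest in limma voom. The largest fall was that of ENSRNOG00000022637, with a log2 fold change of -3.63 (SE 0.92, edgeR adjusted p = 0.00912), from 18.5 ± 29.1 CPM in SAL to 1.48 ± 0.431 CPM in BLM (SD, n = 4 each). SAL replicate 3 held 62.2 CPM of it, and without this animal the log2 fold change was -1.38, still called. Over its 18 alternatives the adjusted p-value ranged from 0.00509 to 0.259, the highest in limma voom with a weight per group.

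The effect of nintedanib in animals given bleomycin was read from NINT against BLM. In this contrast 872 genes (5.83%) were called, 355 higher and 517 lower in NINT, and 213 of them had an absolute log2 fold change of at least 1 (106 higher, 107 lower). At an unadjusted p-value under 0.05 there were 4266 genes. The number of calls depended on the animals and on the groups sharing the estimate of spread. It was 27 (23 higher, 4 lower) in a fit of the NINT and BLM libraries alone, in which 3347 genes had an unadjusted p-value under 0.05. It ranged from 17 without NINT replicate 2 to 2904 without BLM replicate 2. The largest rise among genes passing the naming rule was that of ENSRNOG00000038132, with a log2 fold change of 4.15 (SE 0.50, edgeR adjusted p = 0.00435). Its abundance was 30.4 ± 9.43 CPM in NINT, 1.71 ± 0.931 CPM in BLM and 1.86 ± 1.23 CPM in SAL (SD, n = 4 each), and it was higher in each of the 4 NINT animals than in any of the other 8. Against SAL its log2 fold change was 4.01 (SE 0.50, edgeR adjusted p = 0.000755). Across the fits that each left out 1 animal its change from BLM stayed between 3.81 and 4.33, and all 8 fits called it, as did the other alternatives that tested it (adjusted p up to 0.0321); the filter on at least 10 counts in every library removed it. The largest fall was that of ENSRNOG00000053494, with a log2 fold change of -3.69 (SE 0.71, edgeR adjusted p = 0.0256). This gene had risen in BLM against SAL by 5.15 (SE 0.78, edgeR adjusted p = 0.00096), from 2.52 ± 0.941 CPM in SAL to 89.9 ± 96.5 CPM in BLM, and stood at 6.96 ± 3.32 CPM in NINT (SD, n = 4 each). BLM replicate 3 held 228 CPM of it. Without this animal the log2 fold change was -2.64 in NINT against BLM and 4.17 in BLM against SAL, both still called. Its fall was no longer called in 4 of the 8 fits without 1 animal, each without a NINT animal (edgeR adjusted p up to 0.085), nor in the fit of the NINT and BLM libraries alone (edgeR adjusted p = 0.0874).

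**Figure D2:**
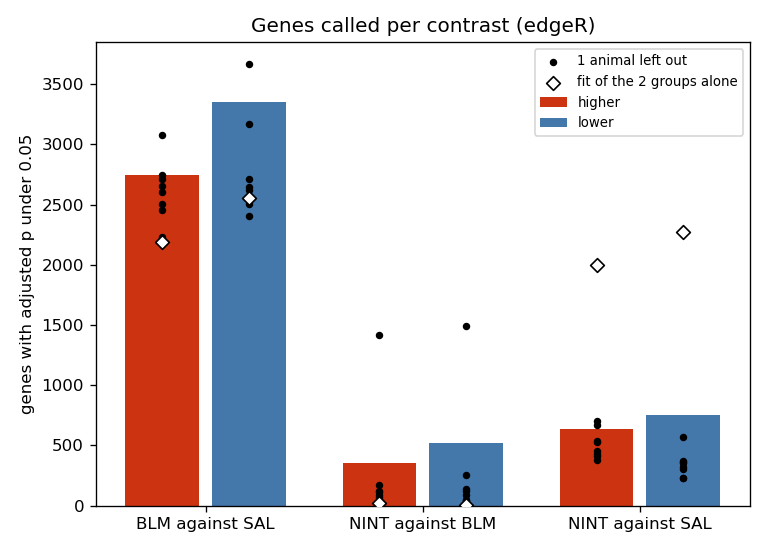
Genes called at an adjusted p-value under 0.05 by edgeR in each contrast, higher and lower in the first-named group; bars show the fit of all 12 libraries, filled circles the fits that each left out 1 animal, and open diamonds the fit of only the groups compared. The fit of only the groups compared called 4747 genes in BLM against SAL, 27 in NINT against BLM and 4268 in NINT against SAL.

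What remained different from saline animals under nintedanib was read from NINT against SAL. In the fit of all 12 libraries 1391 genes (9.30%) were called, 635 higher and 756 lower in NINT, and 364 had an absolute log2 fold change of at least 1 (152 higher, 212 lower). Which direction held the majority depended on the processing: 507 genes were higher and 1088 lower with library size in place of TMM factors, and 730 were higher and 645 lower with DESeq2 size factors. Without a filter the split was 704 higher and 446 lower, with at least 10 counts in every library it was 699 and 582, and without SAL replicate 1 it was 670 and 321. The fit of the NINT and SAL libraries alone called 4268 genes, 1997 higher and 2271 lower, among which were all 1391 genes. The 3 groups shared 1 estimate of spread in the main test, and the BLM animals differed more among themselves, on average, than did the others. Without BLM replicate 3, the fit of the remaining libraries of the 3 groups called 3410 genes in NINT against SAL. A test of any difference between the 3 groups called 5645 genes.

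Of the 6098 genes called in BLM against SAL, 1124 were also called in NINT against SAL with the same direction (500 higher, 624 lower) and 4970 (81.5%) were not called there. Among such shared genes the majority was higher with DESeq2 size factors (563 and 537) and without a filter (552 and 363). It was also higher with at least 10 counts in every library (536 and 482). Leaving out any 1 SAL animal (452 and 183 without SAL replicate 3) or NINT replicate 1, 3 or 4 gave the same. The other alternatives kept a lower majority, such as 419 and 881 with library size in place of TMM factors. In fits of only the groups compared, 2638 of the 4747 genes called in BLM against SAL (55.6%) were also called in NINT against SAL with the same direction. A missing call in NINT against SAL is no test of the difference between BLM and NINT, which is the contrast of NINT against BLM. The log2 fold changes of BLM and NINT against SAL correlated across genes at r = 0.754; 20 simulated data sets without any treatment effect, in which the same SAL animals served both contrasts, gave a mean of 0.503. In simulated data without treatment effects at most 1 gene was shared between the lists of calls.

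Of the 872 genes called in NINT against BLM, 625 (71.7%) had been called in BLM against SAL with the opposite direction, 2 with the same direction, and 245 had not been called in BLM against SAL. Among the 625, 394 were higher in BLM than in SAL and lower in NINT than in BLM, and 231 changed the other way. This majority was kept in most alternatives, but not in fits of only the groups compared (4 against 14) or without BLM replicate 3 (102 and 102). Nor was it kept without NINT replicate 1 (69 against 81), 2 (2 against 9) or 4 (40 against 50). In 20 simulated data sets without a drug effect no gene was called in NINT against BLM, and so none changed back. That result follows from the lack of calls, and does not measure how far shared BLM animals favour reversal among called genes. The number of genes changed back was 18 when each contrast was fitted on its own groups, and ranged from 11 without NINT replicate 2 to 2309 without BLM replicate 2. A further 75 genes (42 higher, 33 lower) were called in NINT against both BLM and SAL in the same direction. The majority of such genes was lower with library size in place of TMM factors (35 higher, 55 lower). It stayed higher in the other alternatives, with 15 higher and 1 lower in fits of only the groups compared.

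With the BLM animals divided between the contrasts, 83.6% of the genes called between SAL and 1 pair of BLM animals moved back from the other pair to NINT. Over all 70 assignments of the BLM and NINT labels the median share was 48.9% (range 15.8% to 85.4%), and 3 assignments gave a share at least as large as the labels as given (exact permutation test, one-sided, p = 0.0429). The share depended on the pairing of the BLM animals. It was 64.7% when BLM replicates 3 and 4 supplied the called genes and 91.2% when BLM replicates 2 and 4 did. The share was 72.2% without BLM replicate 3, 73.2% without BLM replicate 1, 73.9% without BLM replicate 4 and 84.2% without BLM replicate 2. In 7 of the 12 fits that each left out 1 animal the exact permutation test no longer passed 0.05. Each of the 7 left out a BLM or NINT animal, which also leaves fewer assignments to compare. The fits without a SAL animal leave the permuted animals unchanged, and all of them passed. With all 4 BLM animals in both contrasts the share was 92.7%, and its one-sided permutation p-value was 0.1. Simulated data without a drug effect gave 59.5%, but with genes drawn independently and the same spread in every group. Over other assignments of the real animals this share ranged from 28.9% to 94.5%, so 59.5% is no measure of what shared animals give here.

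**Figure D3:**
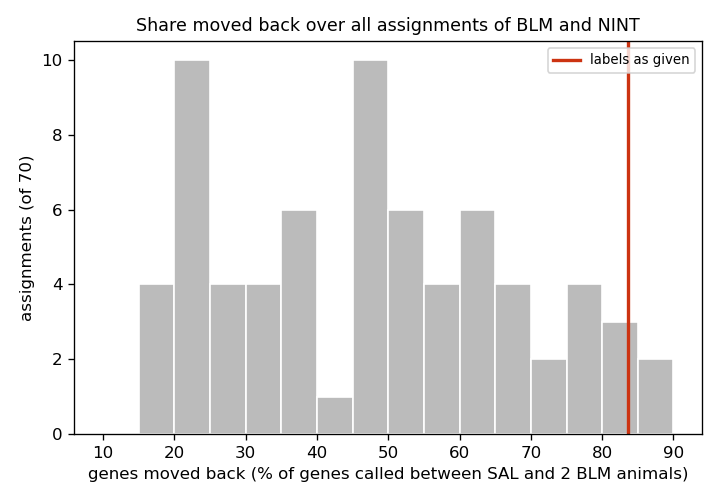
Distribution over the 70 assignments of the BLM and NINT labels to the 8 bleomycin animals of the share (%) of bleomycin-changed genes that moved back; the vertical axis counts assignments and the line marks the labels as given. The labels as given yielded 83.6%, with a median of 48.9% over all assignments.

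On the line from the SAL mean (0) to the BLM mean (1), SAL animals lay at 0.0617 ± 0.0674, BLM animals at 0.953 ± 0.510 and NINT animals at 0.502 ± 0.0868 (SD, n = 4 each). The 4 BLM animals lay at 0.655, 0.458, 1.61 and 1.09 and the 4 NINT animals at 0.508, 0.378, 0.567 and 0.556, so that BLM replicate 2 lay within the range of the NINT animals. The difference of -0.451 between the NINT and BLM means was matched or passed in size by 2 of the 70 assignments of the labels, the labels as given included (exact permutation test, two-sided, p = 0.0286). The margin was small, since the next most negative assignment gave -0.449. Without BLM replicate 3 the difference was -0.295, and 5 of the 12 fits that each left out 1 animal did not pass 0.05 in the exact permutation test. These 5 were the fit without BLM replicate 3 and every fit without a NINT animal.

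**Figure D4:**
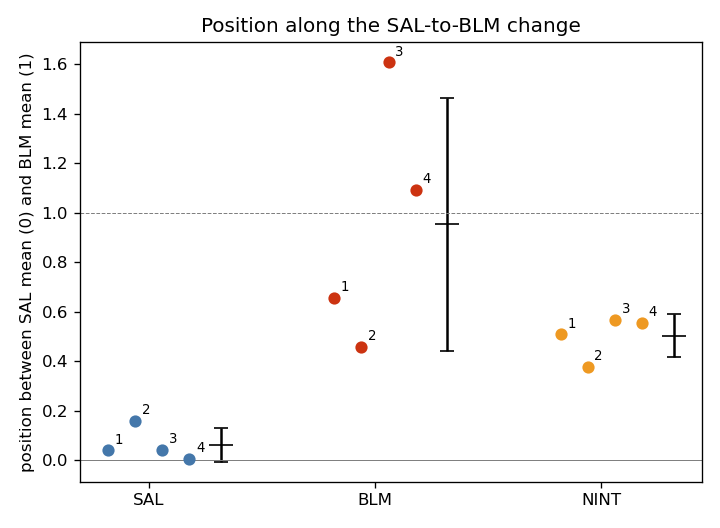
Position of each animal between the SAL mean (0) and the BLM mean (1) of the log2 CPM profile, by group; points are animals numbered by replicate, and the line with bars at the right of each group gives the mean and SD (n = 4). NINT animals lie between 0.378 and 0.567 and BLM animals between 0.458 and 1.61.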

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

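All tests in this part were chosen after the results were seen. Each measure of a library and each gene named in the report was searched, within each group of 4, for 1 animal that stood far from the other animals of its group. Among 39 such sets of values 4 had an animal of this kind, where chance alone gives about 2 (1.95) for values that were not selected. Some of the 4 were abundances of named genes, which had been chosen for the largest changes in these same data. The number by chance does not hold for those genes.

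SAL replicate 3 had a TMM factor of 0.993, while the other SAL libraries lay between 1.027 and 1.032. Library depth was argued against by thinning all libraries to the smallest total, after which its factor was 0.994. The factor of this library lay near those of the BLM libraries, which averaged 0.995. An unequal composition of the tissue piece was not tested and remains open, and the TMM factors entered every comparison with SAL. No biological explanation was tested, because the labels give nothing that separates this animal from the other saline animals.

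In SAL replicate 3, ENSRNOG00000022637 reached 62.2 CPM, against 3.16 to 5.50 CPM in the other SAL animals. It was 1 of the 22 genes with at least 10 CPM and at least 4 times the highest value of the other SAL animals. Several of those genes were also raised in BLM replicate 3, but this gene was at 1.85 CPM there, within the range of the BLM group. Whether it came with the same material cannot be told apart from a cause of its own, because only 1 library showed the high value. The fall of this gene in BLM against SAL was -1.38 on the log2 scale without this animal.

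In BLM replicate 3, ENSRNOG00000006579 reached 95.8 CPM, against 0.927 to 1.78 CPM in the other BLM animals. It stood at 0.457 CPM in SAL replicate 3, the other library in which many genes stood apart. A common source with the genes that stood apart in SAL replicate 3 has no support in that value, but 1 library is too little to exclude it, and it cannot be told apart from a response of this animal to bleomycin, which was not tested. The rise of the gene in BLM against SAL was 1.17 on the log2 scale without this animal.

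BLM replicate 3 also placed 0.0761% of its counts in the genes removed by the filter, against 0.0586% to 0.0612% in the other BLM libraries. With all libraries thinned to the smallest, 3092 of those genes had a count in this library, fewer than in the other BLM libraries (3336 to 3566). A few genes with more reads are therefore a candidate explanation for the high share, and a general background is not. These genes entered no comparison in the main test.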

How the results depend on the processing

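Counts thinned to the smallest library, limma voom with a weight per group and the genes changed back in fits of only the groups compared were chosen after seeing the data. So were all values for the position, for the genes shared between BLM and NINT against SAL, for the genes moved further and for the genes called in NINT against both other groups. No log2 fold change of a named gene, share or position difference reversed under an alternative that was run, but the majority direction of calls did, as given in the Results and below. The matrix gene score, the tests of gene lists and their alternatives were not run, since no identifier had a name.

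The number of genes called in BLM against SAL was within 1.5 times its value of 6098 under every alternative except the threshold on the size of the change, and ranged from 4855 to 6746 across the 8 fits that each left out 1 animal. The number for any difference between the groups ranged from 3802 (without SAL replicate 4) to 6699 across the 12 such fits. With an absolute log2 fold change of at least 1 as a further condition, which can only remove genes, 1898 genes were called in BLM against SAL, 213 in NINT against BLM and 364 in NINT against SAL; 138 changed back and 277 were shared by both contrasts against SAL.

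Results that involve nintedanib moved more. DESeq2 called 1960 genes in NINT against BLM, 2295 in NINT against SAL, 1344 that changed back and 1761 that were shared; it recovered more simulated changes than edgeR, with more false calls. All 872 edgeR calls in NINT against BLM kept their sign in DESeq2, and 860 were called there. Fits of only the groups compared called 27 genes in NINT against BLM, 4268 in NINT against SAL, 18 that changed back and 2638 that were shared. With limma voom and a weight per group these numbers were 147, 4039, 121 and 2750. In the fits of only the groups compared, the larger spread of the BLM animals does not enter NINT against SAL. Nor is it averaged there with that of the SAL animals in NINT against BLM. Limma voom with a weight per group was fitted to all 3 groups, but its weights let the spread differ between groups. Limma voom without these weights gave 852, 1530, 605 and 1251. The weights thus moved the numbers in the same direction as the fits of only the groups compared. Both point to the shared spread as a source of more calls in NINT against BLM and fewer in NINT against SAL in the main test. With library size in place of TMM factors, 507 genes were higher and 1088 lower in NINT against SAL (635 and 756 with TMM). The majority there was higher with DESeq2 size factors (730 and 645), without a filter (704 and 446), with at least 10 counts in every library (699 and 582) and without any 1 SAL animal (670 and 321 without SAL replicate 1, 528 and 230 without SAL replicate 3) or NINT replicate 1, 3 or 4. In BLM against SAL it was higher without a filter (3050 and 2980) and without SAL replicate 1, 2 or 3 (2651 and 2507 without SAL replicate 3), and even without BLM replicate 3 (2716 and 2715). In NINT against BLM it was higher in the fit of those groups alone (23 and 4) and without BLM replicate 3 (173 and 135) or NINT replicate 1, 2 or 4. The numbers of higher and lower calls of any size therefore give no firm direction for any contrast, unlike calls in BLM against SAL with an absolute log2 fold change of at least 1 (437 and 1461); the cause was not tested. The median log2 fold change over all genes moved by less than 0.1 between normalizations in each contrast.

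Leaving out 1 animal gave 17 to 2904 genes in NINT against BLM (17 without NINT replicate 2, 2904 without BLM replicate 2, 308 without BLM replicate 3), 676 to 1106 in NINT against SAL without a SAL or NINT animal, 11 to 2309 that changed back and 567 to 2478 that were shared (567 without SAL replicate 4, 2478 without BLM replicate 3). Leaving BLM replicate 3 out of the fit of the 3 groups gave 3410 genes in NINT against SAL, although this animal is in neither group. BLM replicate 2 had the lowest position of the BLM animals and BLM replicate 3 the highest; the cause was not tested.

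The share of bleomycin genes that moved back was 72.2% to 85.1% across the 12 fits without 1 animal, with exact one-sided permutation p-values from 0.0143 to 0.0857. It was 92.7% with all 4 BLM animals in both contrasts (permutation p = 0.1), where shared animals raise the share. Simulated data without a drug effect, with the same spread in every group, gave 59.5%. The position difference was -0.521 to -0.295 without 1 animal, and -0.457 with a prior count of 0.5 (exact permutation p = 0.0571); in that last case the cause was not tested.

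The replicate numbers did not pair animals: of 12 correlations between the deviations of animals with the same number, 1 was over 0.1 (range -0.166 to 0.203). With the replicate block 370 genes were called in NINT against BLM, 288 changed back, 38 were called in NINT against both other groups and ENSRNOG00000006579 was not called (adjusted p = 0.0734, range over its alternatives 0.00421 to 0.226). It moved no other count past 1.5 times except that of genes moved further, from 2 to 1, and changed no other call.

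ENSRNOG00000006579 and ENSRNOG00000038132 were removed by the filter on at least 10 counts in every library and have no value there. ENSRNOG00000006579 and ENSRNOG00000022637 had no adjusted p-value in DESeq2 and were not called in limma voom (adjusted p = 0.226 and 0.0839), nor in limma voom with a weight per group (adjusted p = 0.0926 and 0.259). Over all values of the named genes and of the counts of genes outside both groups or moved further, those given above included, 116 values stayed, 29 counts moved by more than 1.5 times and 11 gene results lost their call in an unchanged direction.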

Other observations

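All tests in this part, those of other splits of the animals included, were chosen or run after the results were seen.

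Other splits of the animals were fitted in the same way. Of the 35 splits of the 8 animals into equal groups, 1 gave as many genes as observed in BLM against SAL, the split by the labels. The same held for NINT against BLM (1 of 35) and for NINT against SAL (1 of 35). For NINT against BLM none of the other 34 splits gave any called gene. Of 100 splits drawn for any difference between the 3 groups, the split by the labels included, 1 gave as many genes. Over the 70 assignments of the 8 bleomycin animals to BLM and NINT, 1 gave as many genes that changed back and 2 gave as many genes called in NINT against both other groups. The second of these 2 was the split by the labels with both names exchanged. Both kinds of gene must also be called in NINT against BLM, so these counts add nothing to the count of splits for that contrast. Genes shared by BLM and NINT against SAL reached the observed number in 1 of the 35 splits; the other 34 gave 770 to 1096. Every other split mixed the groups, so a lack of calls there says little about the size of the difference. The distance between the BLM and NINT mean profiles, which needs no calls, was 0.46 on the log2 scale and the second largest value over the 35 splits was 0.44, a small margin.

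BLM animals lay further apart on average than the animals of the other groups, although their closest pair (0.39) was closer than any NINT pair (0.42 or more) or SAL pair (0.41 or more). Their mean distance was 1.49 times that of NINT animals. Much of this came from 1 bleomycin animal: without BLM replicate 3 the ratio was 1.20, and 5 of 35 exchanges of centred profiles gave as large a spread (permutation p = 0.143, one-sided). Whether the other 3 BLM animals differ more than NINT animals cannot be told apart from chance with so few animals. With all 4 BLM animals the ratio was 1.48 with all libraries thinned to the smallest, which argues against library depth. A few genes were argued against by the median gene, whose standard deviation in BLM was 1.53 times that in NINT (1.16 times without BLM replicate 3), and the standard deviation was larger in BLM for 71.6% of genes. Chance spread of 4 animals was examined by exchanging centred BLM and NINT profiles: the observed ratio of spreads was the largest of 70 (permutation p = 0.0143, one-sided, the smallest possible). A mislabelled sample was examined with a NINT minus BLM direction from which the bleomycin change had been removed, and all 8 left-out animals scored on the side of their own group. A graded response to bleomycin remained: the difference between any 2 BLM animals correlated across genes with the change from saline to the other 2 BLM animals, with a median absolute r of 0.498 over 6 pairs (0.298 to 0.644). The 3 pairs without BLM replicate 3 gave 0.333, 0.445 and 0.583. For pairs of NINT animals the median was 0.143 (0.0175 to 0.297) and for pairs of SAL animals 0.0881 (0.0254 to 0.197). The animals may therefore have responded to bleomycin to different degrees. Histology and lung function of the animals were not analysed here, so the response of each animal has no measure outside its transcripts.

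The smaller spread of the NINT group makes 2 readings possible. Nintedanib could have limited the strongest responses, or the 4 animals allotted to it could have had a milder response from the start. A milder response alone predicts that NINT animals differ from BLM animals only by position on the bleomycin change. After a straight line in position was removed from each gene, the distance between the NINT and BLM means was 0.31, larger than in the other 34 splits of the 8 animals (permutation p = 0.0286, one-sided, the smallest possible), which argues against position on a straight bleomycin change alone. After a curve in position was removed, the distance was 0.24 and 4 of 35 splits gave as much (permutation p = 0.114, one-sided). Position on a curved bleomycin change alone therefore cannot be told apart from a drug effect with 8 animals. In the report's test, 75 genes were called in NINT against both other groups in the same direction. The number was 16 in fits of only the groups compared and 10 to 143 without 1 animal (10 without NINT replicate 2). It was 216 with DESeq2 and 37 with limma voom with a weight per group. ENSRNOG00000038132 was 1 of these genes. A curve in position is no explanation for this gene: BLM replicate 2, at position 0.458, held 2.29 CPM, while NINT replicates 2 and 1, at 0.378 and 0.508, held 19.2 and 34.2 CPM. For the other genes of this kind it was not examined singly.

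Large changes in BLM against SAL were mostly falls, with 1461 of 1898 genes lower (77.0%). Library depth was argued against, since 76.7% were falls after thinning. Normalization was argued against as well, with at least 76.5% falls under DESeq2 size factors and under library size alone. Falls made up 73.7% without BLM replicate 3 and 72.1% to 77.5% over the fits without 1 SAL or BLM animal, so that 1 animal does not account for them. Among calls of any size the excess of falls was small and was not kept without a filter. The share of falls declined with mean abundance, from 85.9% under 1 CPM and 80.2% at 1 to 5 CPM to 74.8% at 5 to 20 CPM and 61.8% over 20 CPM. Less background at low counts as the whole cause was argued against by the 69.5% of falls among genes of at least 5 CPM. For genes under 1 CPM alone, whose median log2 fold change was -0.46, it remains open. Genes removed by the filter, which were not tested, held 0.0638% of the counts in BLM and 0.0864% in SAL, a log2 ratio of -0.44, which is consistent with a lower background in BLM libraries. A real loss of scarce transcripts could give the same value.

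SAL replicate 3 held 22 genes with at least 10 CPM and at least 4 times the highest value of the other SAL animals, against 0 to 2 in the other SAL libraries; BLM replicate 3 held 16 such genes relative to its own group. Library depth was argued against, since 21 genes stood apart in SAL replicate 3 after thinning. Material of another kind in the piece of lung is a candidate explanation: 8 of the 22 genes also stood apart in BLM replicate 3, where at most 2 did in 10000 random sets matched on mean abundance. The random sets were not matched on variability between animals, and the 22 genes were chosen for an extreme value. The comparison therefore cannot tell such material from genes that vary widely between animals. The median of the 22 genes was 4.73 above the group median on the log2 scale in SAL replicate 3, 2.08 in BLM replicate 3 and 0.76 in NINT replicate 1, so the set varied across treatments. The 22 genes held 0.173% of the counts of SAL replicate 3. Without names for the identifiers the source was not examined, and a shared state of the lung in those animals was not tested.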
